# Genetic Background May Contribute to PAM50 Gene Expression Breast Cancer Subtype Assignments

**DOI:** 10.1371/journal.pone.0072287

**Published:** 2013-08-28

**Authors:** Ying Hu, Ling Bai, Thomas Geiger, Natalie Goldberger, Renard C. Walker, Jeffery E. Green, Lalage M. Wakefield, Kent W. Hunter

## Abstract

Recent advances in genome wide transcriptional analysis have provided greater insights into the etiology and heterogeneity of breast cancer. Molecular signatures have been developed that stratify the conventional estrogen receptor positive or negative categories into subtypes that are associated with differing clinical outcomes. It is thought that the expression patterns of the molecular subtypes primarily reflect cell-of-origin or tumor driver mutations. In this study however, using a genetically engineered mouse mammary tumor model we demonstrate that the PAM50 subtype signature of tumors driven by a common oncogenic event can be significantly influenced by the genetic background on which the tumor arises. These results have important implications for interpretation of “snapshot” expression profiles, as well as suggesting that incorporation of genetic background effects may allow investigation into phenotypes not initially anticipated in individual mouse models of cancer.

## Introduction

The past decades have seen significant advances in our understanding of and ability to model breast cancer. The advent of genome-wide expression profiling has led to the development of prognostic gene signatures [1] and improved molecular subtyping [2] that can stratify tumors into groups with different clinical outcomes. These molecular subtypes express signatures similar to those of different cellular components of the mammary duct, including both luminal and basal cell types, and are thought to reflect contributions from the tumor cell type of origin and somatic mutations. The subtyping tools have also been applied to mouse models to gain better understanding of the particular class of breast tumors that the models may represent [3]. Investigators can thus better focus on appropriate models for further characterization or translational studies of breast cancer subtypes of interest. This improved understanding of breast cancer may also permit more sophisticated targeting of particular somatic events associated with the different breast cancer subtypes [4] to the presumptive cell of origin in future mouse models to further improve our understanding of this pervasive disease.

In addition to cell of origin and somatic mutation events, studies over the past 10 years have demonstrated that genetic polymorphism can significantly affect gene expression. Studies in a variety of species have shown that the expression of a significant fraction of the genome can vary across genetically segregating populations [5]. Furthermore genetically-driven variation in gene expression across populations can be observed within tumors with a given driver mutation [6], indicating that inherited as well as somatically acquired changes in gene expression are likely to play an important role in tumor biology. Efforts from our laboratory have been consistent with this interpretation. Inherited variation in individual genes segregating in mouse strains have been associated with multiple tumor phenotypes including tumor latency [7], growth rate [8] and metastatic potential [6], [9]–[11].

The investigations in our laboratory have been based on a single mouse model of metastatic breast cancer, the MMTV-PyMT transgenic model [12]. Originally characterized on the FVB/N mouse strain, this transgenic mouse is considered to be a model of luminal human breast cancer [3], based on hierarchical clustering of the mouse tumors with human breast cancer cell lines, although like most mouse mammary tumors, it does not express ER. The polymorphic genes identified by our earlier work have shown functional relevance only in ER+ human breast cancer samples [13], consistent with the luminal assignment of the MMTV-PyMT model. Unexpectedly, recent results using more genetically diverse mouse strains and novel genetic mapping tools have revealed significant associations that are restricted to estrogen receptor-negative (ER–) human breast cancer. This observation led us to hypothesize that breast cancer subtype assignment based on gene expression patterns in the primary tumor may be partially dependent on genetic background.

To explore this possibility, analysis of the tumor characteristics of genetic crosses between MMTV-PyMT and NZB/B1NJ, a common laboratory strain, MOLF/Ei, a wild-derived mouse strain, and the Diversity Outcross, an outbred population based on eight founder strains [14], was performed. Subtype predictions for the mouse tumors investigated using the PAM50 classifier [15], a gene expression signature capable of classifying breast cancers into classes associated with differing clinical outcomes. Clustering based on the PAM50 subtyping signature demonstrated a distribution of animals across all five human breast cancer subtypes (luminal A, luminal B, HER2, normal-like, basal). Genetic mapping in the mouse populations revealed loci associated with predisposition to PAM50 subtype assignments, consistent with an inherited genetic component. Taken together these results indicate that gene expression based tumor classifiers like the PAM50 capture information beyond simple cell-of-origin and somatic mutational events. Furthermore the results indicate that mouse models may acquire additional characteristics, depending on genetic background, which may extend their utility for modeling human disease.

## Materials and Methods

### Mice

The NZB backcross has been previously described [16]. MOLF backcross animals were generated by breeding MMTV-PyMT male animals to MOLF/EiJ females and subsequently breeding the PyMT-positive F1 males to FVB/NJ females to generate PyMT^+^ N2 females. Diversity Outbred (DO Generation 5, Jackson Laboratory) animals used in this experiment were generated by breeding MMTV-PyMT males to DO females to generate PyMT^+^ F1 females. Animals were housed in groups of 3–5 animals in conventional (MOLF/Ei cross, Fox Chase Cancer Center) or specific pathogen free conditions (DO, NCI) on shaved pine bedding. The animals were maintained on a 12 hour light/dark cycle, with food and water provided *ad libidum*. PyMT^+^ animals were aged to permit tumor development then euthanized as total tumor burden approached the 10% body weight humane endpoint. Individual animals in all of the crosses developed tumors in 6–10 of the mammary glands. Euthanasia was performed by cervical dislocation after Avertin anesthesia. All experiments were performed under protocols approved by the Fox Chase Cancer Center or National Cancer Center Institutional Animal Care and Use Committees. Tumor and metastatic phenotypes were collected as previously described [17]. The incidence of metastases for each of the crosses is indicated in table 1.

**Table 1:** Incidence of Pulmonary Metastases in Mouse Samples.

Cross	Number of animals with metastases	Number of metastasis free animals
DO	72	52
MOLF/Ei	76	90
NZB/B1NJ	51	16

### Gene Expression Analysis

RNA from mammary tumors was isolated using Trizol, following manufacturer’s recommended protocol. The NZB tumors were profiled using Affymetrix MOE430 v2 chips, as described [17] and are available through the Gene Expression Omnibus, accession no. GSE30866. The MOLF and DO tumors were profiled by the NCI Laboratory of Molecular Technology using the Mouse Gene 1.0×ST chip (GSE48566). Data for the Rotterdam breast cancer gene expression samples (GSE2034) were downloaded from the Gene Expression Omnibus (GEO). Expression data for the TCGA samples were downloaded from The Cancer Genome Atlas database (http://cancergenome.nih.gov/).

PAM50 gene listing was from the data sets of the R package genefu [18]. The orthologous genes of PAM50 in the two species, human and mouse were based on the NCBI homology data base. 42 orthologous genes were found to be unambiguously shared in the data sets. 

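On the Mouse Gene 1.0 ST array used for the MOLF tumors, 48 of the 50 PAM50 genes had a probe set with 1 gene symbol. Ccnb1, a mitotic cyclin, and Actr3b, an actin-related protein, had none. Which 42 genes were shared is not named in the paper's text, so all 48 were used. Mouse genes were matched to the PAM50 genes by symbol, whereas the paper used NCBI homology data. Single genes may therefore not be the orthologs that the paper used. They were divided into 20 proliferation genes, such as Mki67 and the DNA synthesis enzymes Rrm2 and Tyms, 8 basal genes, such as the keratins Krt5, Krt14 and Krt17, 12 luminal genes, such as the estrogen receptor Esr1 and its cofactor Foxa1, 3 HER2 genes (Erbb2, Grb7 and Fgfr4) and 5 others (Mdm2, Mmp11, Tmem45b, Phgdh and Myc). In 134 MOLF tumors, 45 of the 48 genes had a mean above 5.72, the level under which 95% of olfactory and vomeronasal receptor genes lay. The others were the ubiquitin-conjugating enzyme Ube2t at 5.42 ± 0.12 (SD, n = 134), the progesterone receptor Pgr at 5.60 ± 0.27 and the acetyltransferase Nat1 at 3.97 ± 0.065. Ube2t was above that level in 3 tumors, Pgr in 25 and Nat1 in 0. For these 3 dim genes, the level alone cannot tell differences among the tumors under that floor from background.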

The multiple data sets were simply merged into a matrix and the normalization of the merged data sets was performed using R package clusterSim [19]. The range of the normalized values was from −1 to 1.

The subtype prediction of the mouse samples were estimated by the sub-clustering analysis. The hierarchical clustering was performed using the complete linkage algorithm with GSE2034 and one of other 4 data sets. For each hierarchical cluster, the sub-clusters were constructed by the cut heights given the desired number from 2 to 20. The proportions of the GSE2034 subtypes were calculated for each sub-cluster if the number of GSE2034 sample in the sub-cluster is more than 4. The proportion of the GSE2034 subtypes was treated as the probabilities of the mouse and TCGA subtypes. The TCGA genefu prediction was used for algorithm performance analysis.

The normalized data for the PAM50 classifier for all 5 data sets was imported into BRB Array Tools [20]. Visualization of the data was performed using the cluster samples and gene function.

### Immunohistochemistry

Immunohistochemistry staining was performed by the Frederick National Laboratory for Cancer Research Pathology/Histochemistry Laboratory.

## Results

### The PAM50 Intrinsic Subtype Classifier is Significantly Influenced by Genetic Background

Previous studies using network analysis demonstrated that conserved network modules exist between human patient samples and MMTV-PyMT derived mouse tumor samples that are prognostic for distant metastasis and survival [21]. Interestingly, conserved modules were identified that were prognostic for either estrogen receptor positive (ER+) or estrogen receptor negative (ER–) human breast cancer patients. The latter was unexpected since the PyMT mouse mammary tumor model is thought to be a model of a luminal human breast cancer [3]. Since all the mouse tumors were induced by the expression of the same driver event (the PyMT transgene) the different gene expression patterns and modules revealed by the genetic crosses are thought to be significantly influenced by inherited factors that affect gene expression. This therefore suggests that tumor subtype might also be significantly affected by the genetic background on which a tumor arises. In this study we therefore sought to use combined mouse and human resources to determine whether susceptibility to PAM50-defined tumor subtypes might be inherited traits.

To address this hypothesis, unsupervised hierarchical clustering of the gene expression data from an NZB backcross was performed. This backcross expression data set consists of 68 mammary tumors from a genetic mapping backcross performed between NZB/B1NJ and MMTV-PyMT mice [16], arrayed on the MOE430 v2 chip [21]. The data was filtered for the 42 genes comprising the PAM50 intrinsic subtype classifier and clustering performed. As can been observed in figure 1a, distinct subgroups within the mouse samples were observed, reminiscent of the subtypes observed by PAM50 subtyping of the GSE2034 human breast cancer data (figure 1b) [22] set. These results were therefore consistent with the possibility that genetic background significantly contributes to gene expression-based breast cancer subtype assignments.

**Figure 1:**
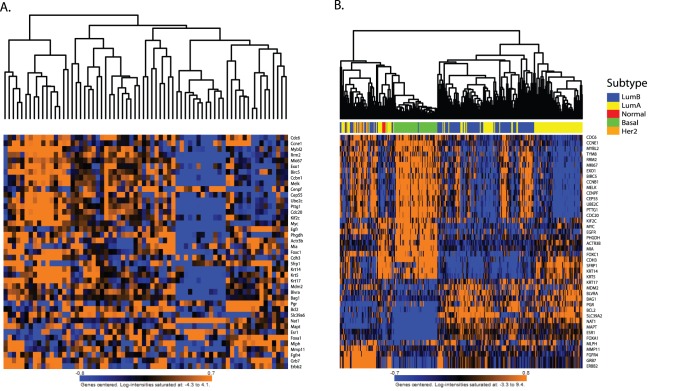
PAM50 clustering. A) NZB cross samples after unsupervised hierarchical clustered using the mouse orthologs of the PAM50 signature. B) The human breast cancer U133A gene expression data set after PAM50 subtype clustering using the Genefu R subtyping algorithm. Subtype classifications are indicated along the top of the heatmap.

Further investigation was performed by expanding both the mouse and human data sets. In addition to the small NZB backcross two additional mouse expression data sets were generated. 134 tumors from the previously described MOLF mouse backcross [21] and 133 tumors from a cross between Diversity Outbred (DO) [14], [23] and PyMT were arrayed and included in the analysis. These crosses represent increasing genetic diversity (NZB<MOLF<DO) due to the presence of wild mouse-derived polymorphisms in the MOLF and DO crosses, with the DO cross approximating the degree of polymorphism observed in humans. In addition the 286 human tumor samples from the GSE2034 data set were supplemented by the addition of the TCGA (The Cancer Genome Atlas; N = 466) expression data. 

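Mammary tumors of 134 N2 females of the MOLF backcross were profiled, with 1 array per animal according to the labels. Epithelial genes had signals well above the detection floor in these tumors. The adhesion molecule Epcam had a mean log2 value of 11.24 ± 0.24 (SD, n = 134 tumors), Cdh1, which encodes E-cadherin, 10.98 ± 0.24 and the luminal keratin Krt18 11.26 ± 0.33. The PyMT-positive F1 males that sired the N2 females carried both MOLF and FVB autosomes, so each N2 female received its own set of autosomal MOLF segments. Genotypes, subtype assignments and metastasis data were not analysed here, and all 134 tumors were treated as 1 group. Xist, the RNA of the inactive X chromosome, was above the detection floor in 133 of 134 tumors, and the Y-linked genes Eif2s3y, Kdm5d and Uty were above it in 0 of 134.

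The values are log2 signals of the Mouse Gene 1.0 ST array that the authors made with RMA, which scales the arrays to each other and gives 1 value per probe set. They ran from 2.96 to 14.06 over 35556 probe sets. The 21789 probe sets with 1 gene symbol gave 19938 genes, and a gene with several probe sets was represented by the one with the highest mean. The median of an array lay between 6.30 and 6.54, and the correlation of 2 arrays across probe sets, which are not independent replicates, between 0.904 and 0.997. The detection floor was 5.72, the 95th percentile of the mean levels of 1179 olfactory and vomeronasal receptor genes, taken as genes not expressed in this tissue. The mean of 13728 genes was above it. The number of arrays limits the precision.

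The labels number the tumors from 1 to 134, and the animal identifiers ascend from 1 to 106, except that those of tumors 16 and 17 are in reverse order, and again from 107 to 134. What these 2 runs of numbers stand for is not given. Between them, 2865 of 19938 genes differed at an adjusted p under 0.05 from limma, 1536 higher and 1329 lower in tumors 107 to 134, with a median absolute difference of 0.051 over all genes. Many of the correlations across tumors are therefore also given within each run. The arrays numbered 109 to 120 resembled those numbered 97 to 108 in the same order. Across genes scaled to z-scores, which are not independent replicates, the mean correlation of these 12 pairs was 0.430, above all of 100000 random pairings of the same 24 arrays (highest 0.331).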

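Among the PAM50 genes, 6 of the 8 basal genes varied most across the 134 MOLF tumors, apart from the membrane protein Tmem45b (SD 0.84 on the log2 scale). The basal keratins Krt17, Krt5 and Krt14 had mean log2 values of 8.70 ± 0.81 (SD, n = 134), 10.09 ± 0.72 and 8.76 ± 0.66. The tumor at the 90th percentile exceeded the tumor at the 10th percentile 3.46-fold for Krt17, 3.68-fold for Krt5 and 3.10-fold for Krt14. The same ratio was 3.37-fold for Sfrp1, a secreted Wnt antagonist, and 2.43-fold for Cdh3, which encodes P-cadherin. Proliferation genes had smaller ratios: Mki67 had a mean of 10.06 ± 0.37 and a ratio of 1.59-fold, and Rrm2, the most variable of them, 9.74 ± 0.50 and 2.03-fold. Over all 48 genes the median SD was 0.34, against 0.22 in the median of 10000 random gene lists matched on expression (p = 0.0001, 1-sided, the smallest these lists can give).

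The 20 proliferation genes, which act in DNA replication and mitosis, had a mean pairwise correlation of 0.612 across tumors, and 95% of random lists lay under 0.0605 (p = 0.0001, the smallest possible). It was 0.619 in tumors 1 to 106 and 0.570 in tumors 107 to 134. All 20 correlated positively with the mean of the other members, from Ube2t, whose signal is near background (r = 0.354), to the mitotic kinesin Kif2c (r = 0.934, p = 1e-05, adjusted p = 1.9e-05 in a permutation test of 43 such correlations). For Kif2c, Spearman's rho was 0.911 (p = 1e-05, the smallest possible), r was 0.910 without the 2 tumors farthest from the median, 0.940 in tumors 1 to 106 and 0.927 in tumors 107 to 134.

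The 3 HER2 genes had a mean pairwise correlation of 0.264 (p = 0.0284), with 0.255 in tumors 1 to 106 and 0.257 in tumors 107 to 134, where the call was lost (p = 0.0797). It was also lost with the scores of other cell types removed (0.197, p = 0.0527). Erbb2, the HER2 receptor, followed the other members at r = 0.619 (adjusted p = 1.9e-05), the adaptor Grb7 at 0.457, and the growth factor receptor Fgfr4 did not (r = 0.0278, adjusted p = 0.745). The coherence therefore rests on Erbb2 and Grb7, and the random lists were matched on mean expression and not on gene position. Spearman's rho was 0.637 for Erbb2 and 0.450 for Grb7, r without the 2 farthest tumors was 0.679 and 0.465, and within the runs r was 0.615 and 0.600 for Erbb2 and 0.464 and 0.442 for Grb7.

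The 8 basal genes had a mean pairwise correlation of 0.122 (p = 0.0702), which did not pass the test. Of the 8, 5 correlated with the mean of the other members, Krt14 and Krt17 most (r = 0.526 and 0.515, both adjusted p = 1.9e-05). Their rho was 0.445 and 0.436, r without the 2 farthest tumors 0.506 and 0.476, and r within the runs 0.504 and 0.623 for Krt14 and 0.501 and 0.599 for Krt17. Cdh3 (r = 0.209), the transcription factor Foxc1 (0.198) and Mia (0.192) also passed, while Krt5 (0.138), Sfrp1 (0.140) and Egfr (0.0991) did not. By Spearman's rho, Krt5 passed (0.222) and Cdh3 (0.160), Foxc1 (0.148) and Mia (0.170) did not. In tumors 107 to 134 the value for Foxc1 was -0.0670, and 2 of the 8 genes passed there. Without the tumor numbered 73, 3 of the 8 passed, Krt14, Krt17 and Cdh3.

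The 12 luminal genes had a mean pairwise correlation of 0.0120 (p = 0.235), with 0.0212 in tumors 1 to 106 and -0.0329 in tumors 107 to 134. Foxa1 (r = 0.372), Pgr (0.299), Esr1 (0.279), Mapt (0.239) and Cxxc5 (0.190) correlated with the mean of the other members, the zinc transporter Slc39a6 against it (-0.299), and 6 genes did not pass the test. These calls rested on few tumors: by Spearman's rho Cxxc5 alone passed (0.224), and without the tumor numbered 73 Foxa1 alone kept a positive call (0.239), while Bag1 and Nat1 passed with -0.205 and -0.215. In tumors 107 to 134 none of the 12 passed with a positive r, and Slc39a6 (-0.541) and Bag1 (-0.645) passed with a negative one.

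**Figure D1:**
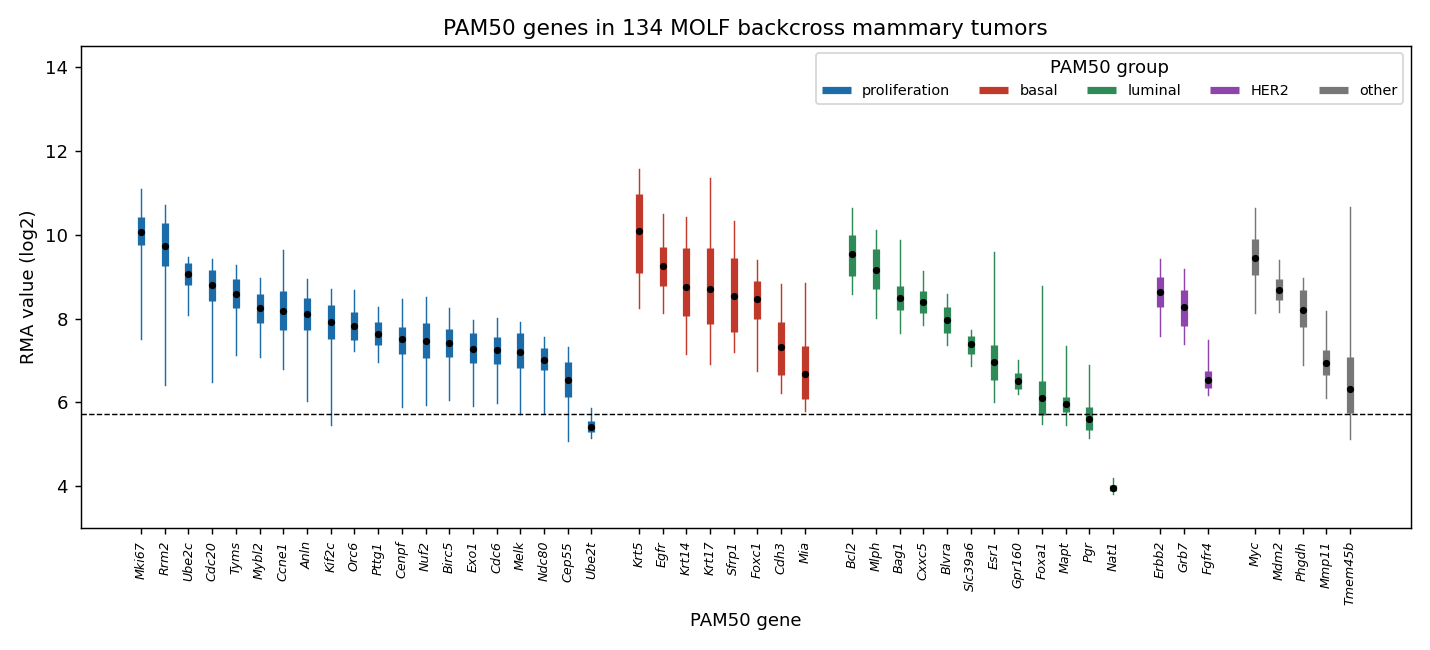
Log2 level of each of the 48 measured PAM50 genes in 134 MOLF tumors, by group. The thin line gives the range, the thick bar the 10th to the 90th percentile and the dot the mean, and the dashed line marks the floor of 5.72. The widest bars belong to Krt5, Krt17, Sfrp1 and Krt14, and the mean of Nat1, at 3.97, lies farthest under the floor.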

Expression data from each of the array platforms (MOE430 v2, Mouse Gene 1.0×ST, U133A, Illumina) were normalized, filtered for the genes comprising the PAM50 subtype signature and unsupervised hierarchical clustering performed. 

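Across the 134 MOLF tumors, those with a higher mean level of proliferation genes had a higher mean level of basal genes and a lower mean level of luminal genes. Each group was scored in each tumor as the mean z-score of its genes across tumors. HER2 and basal scores also moved in the same direction. Single genes went both ways, with a mean r of 0.165 over 160 pairs of a proliferation and a basal gene (95% from -0.320 to 0.596) and of -0.125 over 240 pairs of a proliferation and a luminal gene (95% from -0.576 to 0.323). The correlation of the proliferation and basal scores was 0.431 (95% confidence interval 0.282 to 0.560 by Fisher's transformation, p = 1e-05, the smallest the permutation test can give, adjusted p = 3.0e-05 over 6 pairs of scores). Spearman's rho was 0.276 (p = 0.00132, adjusted p = 0.00264), and r without the 2 tumors farthest from the median was 0.277. It was 0.536 in tumors 1 to 106 and did not hold in tumors 107 to 134 (0.0243, adjusted p = 0.902). With the scores of other cell types removed it was 0.196 (adjusted p = 0.0238).

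For the proliferation and luminal scores r was -0.514 (-0.629 to -0.377, p = 1e-05, adjusted p = 3.0e-05), and rho -0.319 (p = 0.000210, adjusted p = 0.000630). It was -0.355 without the 2 farthest tumors, -0.537 in tumors 1 to 106 and -0.411 in tumors 107 to 134, where it did not pass (adjusted p = 0.178). With the scores of other cell types removed it was -0.277 (adjusted p = 0.00216). Without the dim genes Ube2t, Pgr and Nat1 it was -0.366 (adjusted p = 0.000210). The most negative single pairs of a proliferation and a luminal gene mostly involved Mapt, such as Rrm2 (-0.672) and Kif2c (-0.600) with Mapt. The mean of Mapt, 5.95, lay close to the detection floor. The luminal genes had a mean pairwise r of 0.0120, so their score does not stand for genes that moved together. The HER2 and basal scores gave r = 0.296 (0.133 to 0.443, p = 0.000420, adjusted p = 0.000840) and rho = 0.182 (p = 0.0355, adjusted p = 0.0426). Without the 2 farthest tumors it was 0.264, in tumors 1 to 106 it was 0.279, and in tumors 107 to 134 it was 0.349 (adjusted p = 0.201). With the first principal component of each group in place of the mean z-score it was -0.123 (adjusted p = 0.190).

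The other 3 pairs did not pass by Pearson's r. The basal and luminal scores had r = -0.0971 (p = 0.259) and rho = 0.120 (p = 0.168), with -0.130 and 0.257 within the runs and 0.0870 without the 2 farthest tumors. HER2 and luminal scores had r = 0.178 (p = 0.0409, adjusted p = 0.0613), 0.204 and 0.124 within the runs and 0.162 without the 2 farthest tumors, and rho = 0.327 passed (p = 0.000140, adjusted p = 0.000630). HER2 and proliferation scores had r = -0.148 (p = 0.0892, adjusted p = 0.107), -0.0698 and -0.317 within the runs and -0.103 without the 2 farthest tumors, and rho = -0.262 passed (p = 0.00246, adjusted p = 0.00369).

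The tumor numbered 73 lay far from the others, with a proliferation score of -4.60, a basal score of -2.01, a luminal score of 1.87 and a HER2 score of -1.65. Without it the correlation of proliferation with basal scores was 0.307 and with luminal scores -0.352, and the HER2 scores passed with luminal (0.348) and proliferation scores (-0.296).

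**Figure D2:**
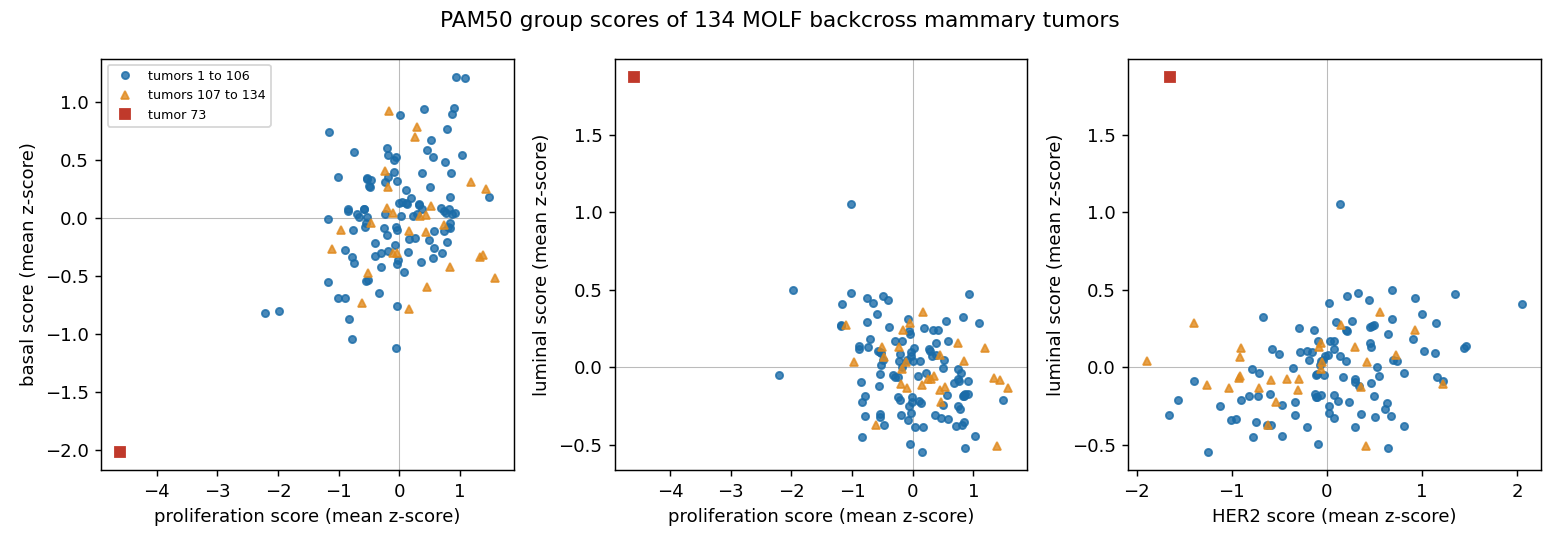
Scores of the PAM50 gene groups (mean z-score, no unit) in 134 MOLF tumors, with 1 point per tumor. Circles are tumors 1 to 106, triangles tumors 107 to 134 and the square the tumor numbered 73, which has the lowest proliferation score (-4.60) and the highest luminal score (1.87).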

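Genes of other cell types and states moved with each PAM50 group across the MOLF tumors. Of 80 correlations between 20 gene lists and the 4 group scores, 34 passed at an adjusted p under 0.05 (14 positive, 20 negative), 26 by Spearman's rho, 32 in tumors 1 to 106, 4 in tumors 107 to 134 and 28 without the tumor numbered 73. PAM50 genes of a group were left out of a list compared with it.

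Proliferation scores followed 16 cell cycle genes outside PAM50, such as Top2a, Cdk1 and Plk1 (r = 0.960, rho = 0.960, 0.954 without the 2 farthest tumors, 0.969 and 0.955 within the runs). They were higher with genes of hypoxia such as Vegfa and Car9 (r = 0.286, rho = 0.248, 0.277 without the 2 farthest tumors, 0.326 and 0.123 within the runs). They were lower with fibroblast genes such as Col1a1 and Dcn (r = -0.421, rho = -0.293, -0.321 without the 2 farthest tumors, -0.431 and -0.583 within the runs). Negative correlations by Pearson's r that did not pass by rho, and most of which shrank without the 2 farthest tumors, were those with genes of endothelium (-0.474, rho = -0.102, -0.143 without the 2 farthest tumors, -0.505 and -0.407 within the runs), mesenchyme (-0.440, rho = -0.189, -0.183 without the 2 farthest tumors, -0.444 and -0.435 within the runs), adipocytes (-0.416, rho = -0.127, -0.146 without the 2 farthest tumors, -0.441 and -0.296 within the runs), skeletal muscle (-0.322, rho = -0.159, -0.167 without the 2 farthest tumors, -0.332 and -0.328 within the runs) and myoepithelium (-0.225, rho = -0.120, -0.231 without the 2 farthest tumors, -0.251 and -0.0539 within the runs). Hormone-sensing luminal genes such as Cited1 and Prom1 gave -0.327 (rho = -0.269, -0.259 without the 2 farthest tumors), with -0.317 and -0.215 within the runs. Of the 6 genes of this list 4 were measured. Their mean pairwise r was 0.0572, so their score does not stand for genes that moved together. Luminal epithelial genes gave 0.488 (rho = 0.239, 0.176 without the 2 farthest tumors), with 0.611 in tumors 1 to 106 and -0.0681 in tumors 107 to 134.

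Basal scores were higher with genes of luminal epithelium, such as Krt8, Krt19 and Cldn4 (r = 0.540, rho = 0.426, 0.403 without the 2 farthest tumors, 0.527 and 0.567 within the runs). Hypoxia genes gave r = 0.336 (rho = 0.25, 0.316 without the 2 farthest tumors, 0.360 and 0.226 within the runs) and immediate early genes such as Fos and Egr1 0.281 (rho = 0.241, 0.275 without the 2 farthest tumors, 0.283 and 0.301 within the runs). Cell cycle genes gave 0.484 (rho = 0.275, 0.321 without the 2 farthest tumors), with 0.549 and 0.127 within the runs. Adipocyte genes such as Adipoq gave -0.382 (rho = -0.236, -0.220 without the 2 farthest tumors), with -0.469 in tumors 1 to 106 and 0.125 in tumors 107 to 134. Skeletal muscle genes gave -0.347 (rho = -0.252, -0.236 without the 2 farthest tumors, -0.418 and -0.0892 within the runs), hormone-sensing luminal genes -0.288 (-0.221 without the 2 farthest tumors, -0.308 and -0.230 within the runs), endothelial genes -0.346 (-0.114 without the 2 farthest tumors, -0.396 and 0.0215 within the runs) and fibroblast genes -0.210 (-0.0739 without the 2 farthest tumors, -0.255 and 0.0335 within the runs), the last 2 without a call by rho.

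Luminal scores were lower with cell cycle genes (r = -0.574, rho = -0.353, -0.396 without the 2 farthest tumors, -0.590 and -0.363 within the runs) and with genes of milk such as Csn2 and Wap (r = -0.256, rho = -0.270, -0.236 without the 2 farthest tumors, -0.268 and -0.143 within the runs). The correlations with endothelial (0.505, 0.327 without the 2 farthest tumors, 0.517 and 0.375 within the runs), mesenchymal (0.443, 0.287 without the 2 farthest tumors, 0.469 and 0.274 within the runs), fibroblast (0.387, 0.257 without the 2 farthest tumors, 0.385 and 0.541 within the runs), adipocyte (0.360, 0.198 without the 2 farthest tumors, 0.343 and 0.483 within the runs), myoepithelial (0.318, 0.328 without the 2 farthest tumors, 0.357 and 0.154 within the runs), skeletal muscle (0.287, 0.0544 without the 2 farthest tumors, 0.269 and 0.435 within the runs) and luminal epithelial genes (-0.351, -0.0316 without the 2 farthest tumors, -0.368 and -0.0736 within the runs) passed by Pearson's r and not by rho. HER2 scores were lower with milk genes (r = -0.448, rho = -0.426, -0.439 without the 2 farthest tumors, -0.531 and -0.176 within the runs) and macrophage genes such as Csf1r (r = -0.343, rho = -0.387, -0.299 without the 2 farthest tumors, -0.286 and -0.401 within the runs). They were also lower with endothelial (-0.279, -0.222 without the 2 farthest tumors, -0.257 and -0.369 within the runs), adipocyte (-0.223, -0.165 without the 2 farthest tumors, -0.219 and -0.269 within the runs) and skeletal muscle genes (-0.200, -0.156 without the 2 farthest tumors, -0.179 and -0.253 within the runs, not by rho) and higher with luminal epithelial genes (0.267, 0.190 without the 2 farthest tumors, 0.198 and 0.528 within the runs).

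Array quality correlated with the scores of 2 groups by Pearson's r and with none by rho. The median absolute deviation of an array's values from the median of all arrays correlated with basal scores at r = -0.377 (adjusted p = 0.000160 over 4 scores, rho = -0.200 with adjusted p = 0.0851, -0.348 without the 2 farthest tumors, -0.310 without the tumor numbered 73, -0.372 and -0.392 within the runs) and with proliferation scores at r = -0.266 (adjusted p = 0.00700, rho = -0.0367, -0.236 without the 2 farthest tumors, -0.154 without the tumor numbered 73, -0.451 and 0.540 within the runs).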

As can be observed in figure 2, mouse tumors from all three data sets distributed across all of the human subtypes, consistent with the possibility that tumor subtype classification by PAM50 signature might be significantly influenced by inherited polymorphism.

**Figure 2:**
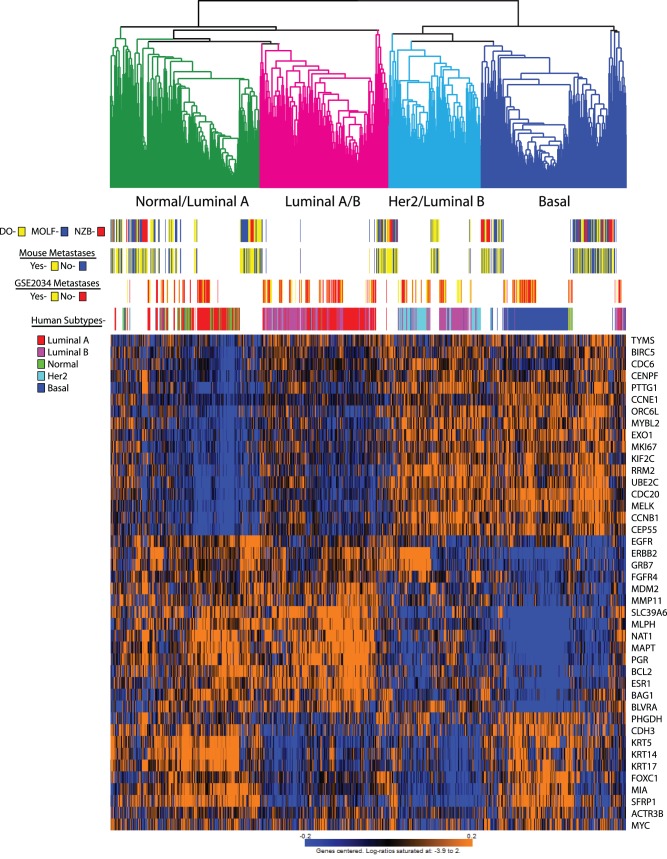
Unsupervised clustering of the GSE2034, TCGA, MOLF, DO and NZB PAM50 genes. The position of the mouse samples and the subtypes of the human samples are indicated across the top of the heatmap. The color coding of the clustering across the top of the figure is based on the enrichment of human samples within each major block.

### Susceptibility Loci Exist for PAM50 Gene Expression Subtypes

The clustering results are consistent with the presence of inherited loci that contribute to subtype gene expression signatures. 

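Complete-linkage clustering of the 134 MOLF tumors on their 48 PAM50 genes, each scaled to the range from -1 to 1, placed 66 tumors in the largest of 4 clusters, 64 in the next, 3 in another and 1 alone. The number 4 was taken from the major blocks of the paper's Fig. 2. There, mouse tumors were clustered together with human tumors, so the clusters here are not the paper's subtypes and do not test them. Principal components were taken from z-scores, which give each gene the same variance, and 20 of the 48 genes are proliferation genes. The first component held 33.5% of the variance and had an absolute correlation of 0.991 with the proliferation score. The second held 9.83% and had absolute correlations of 0.785 with the HER2 score and 0.499 with the basal score. The lone tumor was number 73, which had the lowest score of all 134 for cell cycle, luminal epithelial, T cell and skin keratinocyte genes. It had the highest for genes of skeletal muscle, adipocytes, endothelium, fibroblasts, mesenchyme and hormone-sensing luminal cells. The hormone-sensing luminal genes had a mean pairwise r of 0.0572, so their score does not show a content of these cells. For the array of tumor 73, the median absolute deviation of the values from the median of all arrays was 0.232, where the median array had 0.106.

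The mean silhouette width of the 4 clusters was 0.119. In 1000 data sets simulated from 1 multivariate normal distribution with the same covariance, and so without clusters, the median was 0.0752 and 95% lay between 0.0469 and 0.109 (p = 0.00899, 1-sided). It was 0.104 without tumor 73 (p = 0.0199), 0.0935 in tumors 1 to 106 (p = 0.249) and 0.0952 in tumors 107 to 134 (p = 0.871). Each run holds fewer tumors. With the run of label numbers regressed out of each gene it was 0.106 (p = 0.0348), and with array quality regressed out, chosen after seeing the data, 0.0922 (p = 0.109). Other cluster numbers, each against 200 simulated data sets, gave 0.118 with 3 clusters (p = 0.219) and 0.104 with 5 and 0.0943 with 6 clusters (both p = 0.00498, the smallest possible), and 2 clusters parted tumor 73 from the other tumors (0.596, p = 0.00498). With 4 clusters, average linkage (0.214, p = 0.00498) and z-scores (0.116, p = 0.0299) also passed, and Ward linkage (0.0960, p = 0.0995) and 1 minus Pearson's r as distance (0.0924, p = 0.891) did not. The assignments depended on the method, with an adjusted Rand index against the 4 clusters of 0.450 for Ward linkage, 0.307 for z-scores, 0.161 for 1 minus Pearson's r as distance and 0.101 for average linkage.

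From the spread of the mouse tumors over the human subtype clusters in Fig. 2, the paper proposes that inherited loci contribute to the expression signatures of the subtypes. It reasons that all of these tumors were started by the same transgene, so that differences in expression between them would owe much to inherited factors.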

If true, this suggests that it should be possible to map inherited loci that predispose tumors to assignment to specific intrinsic subtypes. Genotyping of the MOLF and DO mouse populations was therefore performed to attempt to map subtype susceptibility genes. Due to the relatively small number of samples in the NZB cross this data set was not included in this analysis. Genotyping was performed using spleen DNA on either the Illumina Mouse Medium Density Linkage Panel (MOLF, CIDR Genotyping Service) or high density MUGA SNP chip (DO; Genseek Inc.). The genotype data was then screened for SNPs that showed significant associations with subtype assignments based on the unsupervised hierarchical clustering analysis. A single locus on mouse chromosome 1 (53.8–61.9 mb; figure 3) in the MOLF cross was found to be significantly associated with the basal subtype (p = 0.0002, FDR = 0.033). Haplotype-based analysis of the DO cross was performed to identify both regions of the genome associated with subtype assignment and the probably strain of origin of the significant alleles. As can be observed in figure 4 six loci were associated with the HER2/Luminal B assignment in the DO samples as indicated by peaks exceeding the genome-wide significance threshold depicted by the dotted line (Chrs 1, 2, 9, 12, 16, 19; p = 6.39×10^–5^−1.79×10^–6^, FDR = 0.04–0.0073). The different colors of the peaks indicated that multiple DO progenitor strains contributed to the overall HER2/Luminal B susceptibility in this cross.

**Figure 3:**
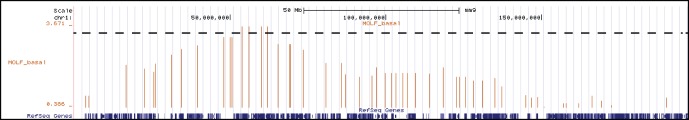
Association mapping of basal tumor susceptibility locus in the MOLF cross. Refseq genes on chromosome 1 are presented along the X-axis. SNPs tested are indicated by the vertical brown lines. Genome wide significance for association with the basal subtype is indicated by the dashed horizontal line.

**Figure 4:**
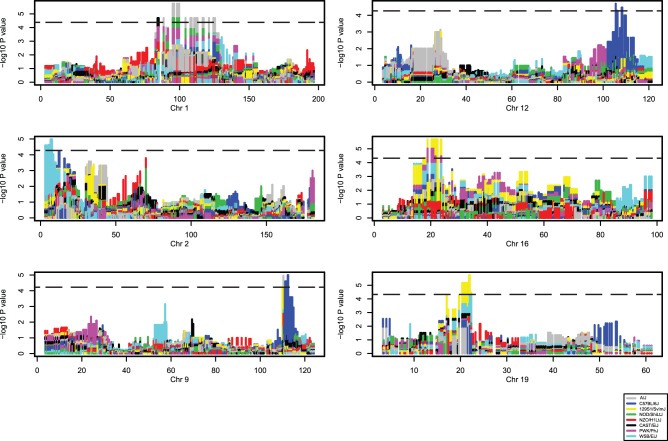
Haplotype associations with the Luminal B/HER2 subtype in the DO cross. Individual chromosomes are depicted on the X-axes. P value for association with tumor subtype is indicated on the Y-axes. Genome wide significance threshold (FDR = 0.05) is indicated by horizontal dashed lines. The strain origin for haplotypes is indicated by color.

### Mouse PAM50 Classification is Independent of Conventional Immunohistochemical Markers

To determine whether the genetic background of the tumors influenced the expression of standard clinical immunohistochemical markers as well as PAM50-defined intrinsic subtypes staining of tumors was performed. Three representative tumors clustering with human basal or luminal A subtypes from the MOLF cross were stained for estrogen or progesterone receptor, Ki67, Her2, the basal cytokeratin marker keratin 5 and the luminal cytokeratin 8. Basal cytokeratin 5 staining was restricted to the basal cells in the normal ducts, with occasional positive cells observed within tumor masses (figure 5A) in all tumors. Heterogeneity of luminal cytokeratin 8 was seen in all tumors, with focal regions of high expression observed in all tumors (figure 5B). Ki67 and Her2 staining was observed throughout all of the samples regardless of subtype prediction. As anticipated from previous studies, no ER or PR staining was observed in any of the tumor samples (data not shown).

**Figure 5:**
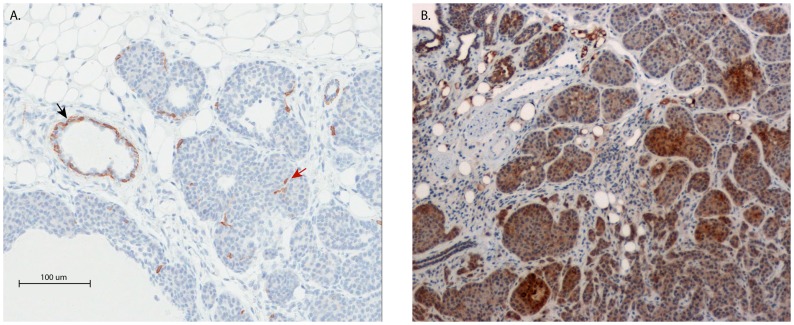
Cytokeratin staining of a representative MOLF basal-like tumors. A) Keratin 5 staining. Positive cells were observed in normal ducts (black arrow) but only occasionally within the tumor mass (red arrow). B) Keratin 8 staining demonstrated heterogeneous staining across tumor samples.

### PAM50 Classification is Independent of Metastasis Susceptibility

The PAM50 classifier has been investigated as a tool to improve standard histopathological methods for subdividing breast cancer patients into classes with differing clinical outcomes. Outcome for most epithelial cancers are related to the development of metastatic disease and one might anticipate metastatic tumors would cluster in those subtypes with worst overall outcome. Outcome in human disease however is linked to many different factors, including tumor subtype, age of diagnosis, treatment selection, response to treatment etc. which could obscure potential association between subtype classification and metastatic susceptibility.

To investigate this possibility the association between PAM50 subtypes and distant metastasis free survival was investigated for the GSE2034 human breast cancer data set as well as the mouse samples. The GSE2034 data set consists of lymph node negative breast cancer patients whose tumors were resected but not treated with adjuvant therapy and thus represent the natural history of the disease without systemic therapy. The mouse populations were not subject to any therapeutic intervention and therefore represent the natural course of the disease. As can be observed in figure 2, no clustering of metastasis was observed for either the human or mouse samples (P = 0.56), indicating that the inherited susceptibility for the PAM50-defined tumor subtypes is independent of the inherited susceptibility of developing distant metastatic disease.

## Discussion

Diagnostic and prognostic gene signatures have great potential to improve the ability to stratify patients into appropriate treatment regimens. Improved stratification will enable clinicians to select the most efficacious treatment as first-line therapy which likely will significantly improve patient response and long term outcome. Just as importantly, clinicians would be able to avoid those therapeutic options that would be less effective, sparing patients unnecessary morbidities and toxicities. With these significant advantages it is understandable that a great deal of effort has been spent in developing and validating molecular signatures for clinical use (exs [24]–[26]).

One issue regarding these signatures however is their significance in regard to molecular and cellular origins of the transcriptional profiles. In general, these gene expression profiles are generated by supervised analysis of one set of patient samples, followed by validation in an independent set of samples. The signatures are therefore based on correlations with clinical data or outcomes rather than on molecular events. Any mechanistic basis ascribed to the generation of the signatures is therefore usually by correlation of the expression patterns to known expression patterns that provide plausible explanations.

The lack of experimental validation of the molecular basis of these signatures does not in any way detract from their potential clinical value. However, comprehensive understanding of what induces these transcriptional profiles might reveal important biological insights into disease biology. In this study we have explored some of the factors that may contribute to one of these clinically relevant signatures, the PAM50 breast cancer subtype profiling tool [15]. The conventional interpretation of this signature has been that subtype specific gene signatures are produced in tumors based on the cell of origin [2] and subtype specific mutational events [4]. Unlike human tumors, the mouse tumors generated in our mouse populations all result from the expression of polyoma middle T antigen, driven from the mouse mammary tumor virus enhancer and promoter. In addition, comparative genome hybridization [27] and spectral karyotyping [28] indicate that the genome of mouse PyMT tumors are much more stable than human tumors, likely reducing any contribution of somatic mutation to the observed expression profiles. Furthermore, while we cannot definitively rule out the possibility that varying the genetic background of the host might alter the transcriptional patterns of the transgene, there is no evidence at present to support this possibility.

Thus, if these results can be extrapolated into human patients, subtype assignments based on gene expression alone may reflect a combination of cell of origin, somatic genetic alteration spectrum, and an inherited predisposition to develop tumors with a particular subtype signature. The data from this study suggests that inherited polymorphism may be an additional contributing factor to the establishment of the PAM50 signatures. Moreover, the data indicate that pre-disposition for particular classes of breast cancer likely exist in human populations. Intriguingly, recent studies in human epidemiology support this interpretation, with the demonstration of the existence of loci pre-disposing women to triple negative breast cancer, a subset of basal tumors [29]. Thus by identifying and characterizing the inherited factors that contribute to these signatures, additional unrealized potential of the PAM50 and other clinical profiling tools may be uncovered for understanding the etiology of breast cancer.

Finally, this study also has important implications for the use of animal models for cancer research. Current strategies are to generate individual models based on single or combinations of mutations with the aim to model a particular breast cancer subtype. Each of these models is generally explored on a single genetic background. The results from this study indicate that varying the genetic background gives the ability to investigate additional biological questions for a particular genetically engineered model. This is most clearly evidenced by our ability to identify susceptibility loci associated with ER– breast cancers using a model thought to most closely represent an ER+ luminal subtype. By incorporating genetic background as a variable in research strategies individual mouse models of cancer may therefore have additional utility to explore the complex biology than originally appreciated.

## References

[1] van’t VeerLJ, DaiH, van de VijverMJ, HeYD, HartAA, et al (2002) Gene expression profiling predicts clinical outcome of breast cancer. Nature 415: 530–536.1182386010.1038/415530a

[2] PerouCM, SorlieT, EisenMB, van de RijnM, JeffreySS, et al (2000) Molecular portraits of human breast tumours. Nature 406: 747–752.1096360210.1038/35021093

[3] HerschkowitzJI, SiminK, WeigmanVJ, MikaelianI, UsaryJ, et al (2007) Identification of conserved gene expression features between murine mammary carcinoma models and human breast tumors. Genome Biol 8: R76.1749326310.1186/gb-2007-8-5-r76PMC1929138

[4] Cancer Genome AtlasNetwork (2012) Comprehensive molecular portraits of human breast tumours. Nature 490: 61–70.2300089710.1038/nature11412PMC3465532

[5] SchadtEE, MonksSA, DrakeTA, LusisAJ, CheN, et al (2003) Genetics of gene expression surveyed in maize, mouse and man. Nature 422: 297–302.1264691910.1038/nature01434

[6] CrawfordNP, WalkerRC, LukesL (2008) Officewala JS, Williams RW, et al (2008) The Diasporin Pathway: a tumor progression-related transcriptional network that predicts breast cancer survival. Clin Exp Metastasis 25: 357–369.1830199410.1007/s10585-008-9146-6PMC2410042

[7] Le VoyerT, LuZ, BabbJ, LifstedT, WilliamsM, et al (2000) An epistatic interaction controls the latency of a transgene-induced mammary tumor. Mamm Genome 11: 883–889.1100370410.1007/s003350010163

[8] Le VoyerT, RouseJ, LuZ, LifstedT, WilliamsM, et al (2001) Three loci modify growth of a transgene-induced mammary tumor: suppression of proliferation associated with decreased microvessel density. Genomics 74: 253–261.1141475310.1006/geno.2001.6562

[9] ParkYG, ZhaoX, LesueurF, LowyDR, LancasterM, et al (2005) Sipa1 is a candidate for underlying the metastasis efficiency modifier locus Mtes1. Nat Genet 37: 1055–1062.1614223110.1038/ng1635PMC2140048

[10] CrawfordNP, AlsarrajJ, LukesL, WalkerRC (2008) Officewala JS, et al (2008) Bromodomain 4 activation predicts breast cancer survival. Proc Natl Acad Sci U S A 105: 6380–6385.1842712010.1073/pnas.0710331105PMC2359777

[11] CrawfordNP, QianX, ZiogasA, PapageorgeAG, BoersmaBJ, et al (2007) Rrp1b, a new candidate susceptibility gene for breast cancer progression and metastasis. PLoS Genet 3: e214.1808142710.1371/journal.pgen.0030214PMC2098807

[12] GuyCT, CardiffRD, MullerWJ (1992) Induction of mammary tumors by expression of polyomavirus middle T oncogene: A transgenic mouse model for metastatic disease. MCB 12: 954–961.131222010.1128/mcb.12.3.954-961.1992PMC369527

[13] HsiehSM, LookMP, SieuwertsAM, FoekensJA, HunterKW (2009) Distinct inherited metastasis susceptibility exists for different breast cancer subtypes: a prognosis study. Breast Cancer Res 11: R75.1982517910.1186/bcr2412PMC2790856

[14] SvensonKL, GattiDM, ValdarW, WelshCE, ChengR, et al (2012) High-resolution genetic mapping using the Mouse Diversity outbred population. Genetics 190: 437–447.2234561110.1534/genetics.111.132597PMC3276626

[15] ParkerJS, MullinsM, CheangMC, LeungS, VoducD, et al (2009) Supervised risk predictor of breast cancer based on intrinsic subtypes. J Clin Oncol 27: 1160–1167.1920420410.1200/JCO.2008.18.1370PMC2667820

[16] HunterKW, BromanKW, VoyerTL, LukesL, CozmaD, et al (2001) Predisposition to efficient mammary tumor metastatic progression is linked to the breast cancer metastasis suppressor gene Brms1. Cancer Res 61: 8866–8872.11751410

[17] FarajiF, PangY, WalkerRC, Nieves BorgesR, YangL, et al (2012) Cadm1 is a metastasis susceptibility gene that suppresses metastasis by modifying tumor interaction with the cell-mediated immunity. PLoS Genet 8: e1002926.2302834410.1371/journal.pgen.1002926PMC3447942

[18] Walesiak M, Dudek A (2012) Searching for optimal clustering procedure for a data set.

[19] Haibe-Kains B, Schroeder M, Bontempi G, Sotiriou C, Quakenbush J (2012) genefu: Relevant Functions for Gene Expression Analysis, Especially in Breast Cancer.

[20] SimonR, RadmacherMD, DobbinK, McShaneLM (2003) Pitfalls in the use of DNA microarray data for diagnostic and prognostic classification. J Natl Cancer Inst 95: 14–18.1250939610.1093/jnci/95.1.14

[21] HuY, WuG, RuschM, LukesL, BuetowKH, et al (2012) Integrated cross-species transcriptional network analysis of metastatic susceptibility. Proc Natl Acad Sci U S A 109: 3184–3189.2230841810.1073/pnas.1117872109PMC3286991

[22] WangY, KlijnJG, ZhangY, SieuwertsAM, LookMP, et al (2005) Gene-expression profiles to predict distant metastasis of lymph-node-negative primary breast cancer. Lancet 365: 671–679.1572147210.1016/S0140-6736(05)17947-1

[23] ChurchillGA, GattiDM, MungerSC, SvensonKL (2012) The diversity outbred mouse population. Mamm Genome 23: 713–718.2289283910.1007/s00335-012-9414-2PMC3524832

[24] KunzG (2011) Use of a genomic test (MammaPrint) in daily clinical practice to assist in risk stratification of young breast cancer patients. Arch Gynecol Obstet 283: 597–602.2038378910.1007/s00404-010-1454-9

[25] ZbytekB, CohenC, WangJ, PageA, WilliamsDJ, et al (2013) Nottingham-defined mitotic score: comparison with visual and image cytometric phosphohistone H3 labeling indices and correlation with Oncotype DX recurrence score. Appl Immunohistochem Mol Morphol 21: 48–53.2249537310.1097/PAI.0b013e3182427cda

[26] MartinM, PratA, Rodriguez-LescureA, CaballeroR, EbbertMT, et al (2013) PAM50 proliferation score as a predictor of weekly paclitaxel benefit in breast cancer. Breast Cancer Res Treat 138: 457–466.2342344510.1007/s10549-013-2416-2PMC3608881

[27] BorowskyAD, NambaR, YoungLJ, HunterKW, HodgsonJG, et al (2005) Syngeneic mouse mammary carcinoma cell lines: two closely related cell lines with divergent metastatic behavior. Clin Exp Metastasis 22: 47–59.1613257810.1007/s10585-005-2908-5

[28] MontagnaC, LyuMS, HunterK, LukesL, LowtherW, et al (2003) The Septin 9 (MSF) gene is amplified and overexpressed in mouse mammary gland adenocarcinomas and human breast cancer cell lines. Cancer Res 63: 2179–2187.12727837

[29] StevensKN, VachonCM, CouchFJ (2013) Genetic susceptibility to triple-negative breast cancer. Cancer Res 73: 2025–2030.2353656210.1158/0008-5472.CAN-12-1699PMC3654815

How the deposited data were processed for this re-analysis (not part of the article)

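Gene expression was measured in 134 mammary tumors of the MOLF backcross, with 1 tumor and 1 Mouse Gene 1.0 ST array per animal according to the labels. The authors deposited log2 values that they summarised per probe set with RMA, whose version is not stated. Whether the arrays of the other crosses went through RMA together with these is not stated either. The values were used as deposited, and nothing was normalized again except as an alternative. Human tumors, the NZB and DO crosses, genotypes, subtype assignments and metastasis data were not analysed here, so tumors could not be compared by genotype, subtype or outcome. The 2 runs of label numbers, and the arrays numbered 97 to 120 with the others, were compared as technical checks. Clusters and expression levels of tumors were described, and tumors sorted by them were not compared with each other.

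Of 35556 probe sets, 23410 had a gene in the array's probe table, 21789 of these with 1 symbol and 1621 with several, and 12146 had none. Only probe sets with 1 symbol were used, and 21698 of them matched the RefSeq table of GRCm38.p6. The paper's text names no assembly for its chromosome 1 interval, so the table served only for gene names and gene order. The result was 19938 genes, of which 999 had more than 1 probe set and took the one with the highest mean. Array quality was measured as the median absolute relative log expression, the deviation of an array's values from the median over arrays, which ranged from 0.0738 to 0.273 (median 0.106). The detection floor was the 95th percentile of the mean levels of 1179 olfactory and vomeronasal receptor genes. The median SD of a gene across tumors was 0.19 on the log2 scale, and the number of arrays limits the precision.

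Unless the text says otherwise, the tests, the alternatives to the processing and the gene lists were chosen before the data were examined. The lists were the PAM50 groups (proliferation, basal, luminal, HER2 and other), the 6 stained markers, genes of the cell cycle outside PAM50, luminal epithelium, hormone-sensing luminal cells, luminal progenitors, estrogen response, milk, myoepithelium, mesenchyme, skin keratinocytes, fibroblasts, adipocytes, skeletal muscle, endothelium, macrophages, T cells, B cells, erythroid cells, interferon response, hypoxia and immediate early response, and Xist with Y-linked genes. The genes named in the text come from these lists, from the 10 genes with the largest SD across tumors, from the 10 genes outside PAM50 with the most positive and the 10 with the most negative limma coefficient for the proliferation and for the basal score, and from the genes between Stk17b and Pard3b on chromosome 1 that passed their test. Other genes named were chosen after their values were seen, as were 2 lists of salivary gland genes, the second before its own values were seen.

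The score of a list in a tumor was the mean of its genes' z-scores across tumors. Spread and coherence (the mean pairwise Pearson r of a list) were compared with 10000 random lists matched on mean expression in 50 bins, 1-sided. Correlations were tested with 100000 permutations, 2-sided, and adjusted by the Benjamini-Hochberg method within each family: 6 pairs of group scores, 43 correlations of a PAM50 gene with its group, 80 of a list with a group score, 15 pairs of stained markers, 4 of array quality with a group score, and the 59 genes of the chromosome 1 interval. An adjusted p under 0.05 was taken as passing. Clusters were tested by the mean silhouette width against 1000 simulated data sets (200 for alternatives). The association of each gene with the proliferation and basal scores was fitted with limma 3.58.1 in R 4.3.3, with the score as a continuous covariate and PAM50 genes left out. The fit was tried on simulated data with the measured means, SDs and proliferation score and with noise independent between genes. It recovered 96 of 100 genes moved by 0.5 SD and 50 of 100 moved by 0.3 SD, with 8 false calls among 19890 genes. False calls under variation shared between genes were not measured. The 2 levels of a gene were fitted as 2 normal distributions with a common SD, and the separation of Cdh3 was bootstrapped 1000 times. Linkage was measured as the mean squared r of gene pairs 101 to 300 measured genes apart on 1 autosome, minus that of pairs on different autosomes, against 100 permutations of gene positions. The other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.

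The alternatives were the mean of a gene's probe sets, Spearman's rho, quantile normalization once more, dim genes left out, array quality, run of label numbers or other cell types removed or added as covariates, each run alone, the median absolute deviation, Phgdh, Actr3b and Myc added to the basal genes, the first principal component as score, the 2 farthest tumors left out, other numbers of clusters, linkages, scalings and distances, other distances between genes and 10 or 20 principal components removed. Other cell types means the scores of the fibroblast, endothelial, macrophage, T cell, B cell, adipocyte, skeletal muscle and skin keratinocyte lists. Leaving out the 24 arrays numbered 97 to 120, the higher-numbered array of each of their 12 pairs, or the tumor numbered 73 was added after the data were seen, as were the silhouette width within each run, after quantile normalization once more and with array quality removed.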

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

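The salivary gland lists below were chosen after the values of the most variable genes were seen, and the lists of skeletal muscle and milk genes were not. Skeletal muscle genes such as Acta1, Myh4 and Ckm, which the paper does not discuss, reached a mean log2 level of 12.36 in the tumor numbered 73, where the mean over 134 tumors was 7.66 ± 1.32 (SD) and the receptor floor 5.72. All 8 genes of the list had a mean above the floor, and their mean pairwise correlation was 0.960. Genes of milk, such as the caseins Csn1s1 and Csn2 and the whey protein gene Wap, reached a mean log2 level of 11.66 in the tumor numbered 109, against 9.00 ± 1.15 over all tumors. Of the 7 measured genes, 6 had a mean above the floor. A list of 8 salivary gland genes, with the secreted proteins Bpifa2, Dcpp1 and Pip and the amylase Amy1, reached 11.64 in the tumor numbered 88, against 5.87 ± 1.39 over all tumors, and 2 of the 8 had a mean above the floor.

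A second salivary gland list, fixed before its own values were seen (Aqp5, Muc19, Prb1, Car6, Lpo and Bhlha15, of which 5 were measured), correlated with the first at r = 0.353 (p = 0.000210) and rho = 0.236 (p = 0.00589), with 0.272 without the 2 farthest tumors and 0.346 and 0.407 within the runs of label numbers. The correlation of a tumor's salivary score with that of the next label number was -0.0211, where 95% of 10000 random orders lay between -0.133 and 0.181. Of the second list, Lpo (r = 0.700) and Car6 (0.351) followed the first list most, and Aqp5 (0.0526), Bhlha15 (0.0540) and Muc19 (-0.137) had values near 0 or under it.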

How the results depend on the processing

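The alternatives that leave out the tumor numbered 73, the 24 arrays numbered 97 to 120 or 1 array of each of their 12 pairs, and the silhouette width within a run, after quantile normalization once more or with array quality removed, were chosen after seeing the data. For the 19 main results, 178 of 222 alternatives kept the direction and the side of the threshold (for counts, a value within 1.5 times), 11 lost the call, 14 gained one, 7 moved a count further and 12 turned the sign. For 163 single genes and lists, 1210 of 1433 alternatives kept both, 146 lost the call, 18 gained one and 59 turned the sign. Both counts of kept alternatives include some that could not change a value. Each measured PAM50 gene has 1 probe set, so the mean of probe sets left the spread, coherence and score correlations of these genes unchanged. Leaving out dim genes likewise left the basal and HER2 coherence and the correlation of HER2 with basal scores unchanged. Of the lost calls, 58 of single genes and lists came within tumors 107 to 134, 23 with Spearman's rho and 19 each with other cell types as covariates and without tumor 73. Under every alternative run, these kept their side: the spread of the PAM50 genes (0.272 to 0.353), the coherence of the proliferation genes (0.509 to 0.648), the difference between runs (2503 to 4083 genes), the 5 of 6 stained markers with a mean above the receptor floor, the excess between distant genes (0.00196 to 0.00521) and the chromosome 1 interval (0.0869 to 0.196, not above other windows). For all values that follow, the cause was not tested, and each run holds fewer tumors. Signal over background limits genes whose means are under the floor, such as Ube2t, Pgr and Nat1 of PAM50, Ctla4, Flacc1, Aox3, Aox2, Mpp4 and Ica1l of the interval, and 5 of 7 B cell, 3 of 7 T cell and 4 of 7 skin keratinocyte genes.

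With Spearman's rho, the correlation of HER2 scores with luminal (0.327) and proliferation scores (-0.262) passed, and the sign turned for basal with luminal scores (0.120), the coherence of the luminal genes (-0.0122), Bag1 (-0.182), Mlph (0.138) against the luminal group, and for these pairs of a group score and a gene list: HER2 with B cell (0.0130), estrogen response (-0.0368), hypoxia (-0.0147), myoepithelial (-0.0702), skin keratinocyte (-0.150), proliferation with B cell (-0.0744), interferon response (-0.0826), luminal with immediate early (0.0838), interferon response (0.00435) and basal with mesenchymal (0.118), skin keratinocyte (-0.0686). Among the stained markers it turned for Esr1 with Mki67 (0.0438) and Erbb2 (0.0478).

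In tumors 1 to 106, the silhouette width lost its call (0.0935), and the sign turned for the score and list pairs proliferation with T cell (0.0165), HER2 with estrogen response (-0.130) and basal with estrogen response (-0.110), luminal progenitor (-0.0266). In tumors 107 to 134, calls were lost for the silhouette width (0.0952), the coherence of the HER2 genes (0.257), and the correlations of HER2 with basal (0.349) and of proliferation with basal (0.0243) and luminal scores (-0.411). The passing list correlations numbered 4, and the genes associated with the basal and proliferation scores 579 and 1728. There the sign turned for basal with luminal scores (0.257), the luminal coherence (-0.0329), Bag1 (-0.645), Bcl2 (0.0766), Cxxc5 (-0.140), Esr1 (-0.195), Foxc1 (-0.0670) and Car3 with the basal score (0.160), and for the score and list pairs HER2 with B cell (0.0329), myoepithelial (-0.00334), basal with B cell (0.138), T cell (0.0663), adipocyte (0.125), endothelial (0.0215), fibroblast (0.0335), mesenchymal (0.140), milk (0.0553), skin keratinocyte (-0.0279), luminal with B cell (0.441), T cell (0.432), hormone-sensing luminal (-0.0529), macrophage (0.327) and proliferation with B cell (-0.155), interferon response (-0.277), luminal epithelium (-0.0681), macrophage (-0.0689), milk (-0.196). Among the stained markers it turned for Esr1 with Mki67 (0.181) and Erbb2 (0.0769) and for Mki67 with Erbb2 (0.185).

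Without tumor 73, HER2 scores passed with luminal (0.348) and proliferation scores (-0.296), and the sign turned for basal with luminal scores (0.109), the luminal coherence (-0.00598), Bag1 (-0.205), Mapt (-0.0120), Mlph (0.128), and for the score and list pairs luminal with immediate early (0.0499), macrophage (0.010), proliferation with interferon response (-0.0407), basal with luminal progenitor (-0.0331), mesenchymal (0.0557) and HER2 with mesenchymal (0.0260). Without the 24 paired arrays, the basal coherence passed (0.134) and the basal score with the list of estrogen response (-0.00666) turned. Without the 2 farthest tumors, basal with luminal scores turned (0.0870), as did Esr1 (-0.0519), Mapt (-0.0429), Mlph (0.159), Bag1 (-0.227) and Fgfr4 (-0.00132) against their groups, Esr1 with Mki67 (0.0237) and Erbb2 (0.0734) and Pgr with Erbb2 (0.0633), and the score and list pairs basal with mesenchymal (0.151), luminal with luminal progenitor (-0.0321), estrogen response (-0.0516), and HER2 with estrogen response (-0.0284), mesenchymal (0.0411), skin keratinocyte (-0.0715), B cell (0.0627).

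With other cell types removed, the HER2 coherence lost its call (0.197), HER2 scores passed with luminal (0.313) and proliferation scores (-0.196), basal with luminal scores turned and passed (0.196), and the sign turned for the luminal coherence (-0.000695), Bag1 (-0.125), Mlph (0.135) and Fgfr4 (-0.0626). With them as covariates, 2963 genes were associated with the basal and 5520 with the proliferation score, and Pvalb, a member of 1 of these lists, turned (0.0215). With array quality as a covariate, 4594 genes were associated with the basal score. With it removed, the silhouette width lost its call (0.0922), HER2 scores passed with luminal (0.191) and proliferation scores (-0.183), and Mlph (0.0228) turned. After quantile normalization once more, the basal coherence passed (0.107), 4436 genes were associated with the basal score, and Nat1 (0.150) turned. Without dim genes, HER2 passed with luminal scores (0.251), and basal with luminal scores (0.0362) and Mlph (0.0621) turned.

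With first principal components as scores, HER2 turned with basal (-0.123) and luminal scores (-0.167), and basal with luminal scores passed (-0.212). With Phgdh and Myc added to the basal genes, the basal coherence (0.134) and basal with luminal scores (-0.185) passed. The silhouette width lost its call with 3 clusters (0.118), Ward linkage (0.0960) and 1 minus Pearson's r as distance (0.0924).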

Other observations

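The tests of the 12 array pairs against random pairings, of cell composition and of the direction of the neighbors for Cdh3, and of the neighbors of each PAM50 gene, were chosen only after the pattern they bear on was seen, as were the values without the tumor numbered 73. The genes that varied most across the 134 tumors included genes of milk, salivary gland and muscle. Csn1s2a, a milk casein, had an SD of 2.29 on the log2 scale, Bpifa2 2.21, the milk mucin Glycam1 2.18, the potassium channel Kcnma1 2.03, 2310057J18Rik 2.02, the muscle myosin light chain Myl1 1.98, Gm5886 1.98, Scgb2b2 1.97, the casein Csn2 1.95 and Pip 1.88. Of the lists without any passing correlation with a PAM50 group score by Pearson's r, luminal progenitor genes such as Elf5 and Kit lay between r = -0.170 and 0.178, estrogen response genes such as Greb1 and Xbp1 between -0.0962 and 0.0503, and skin keratinocyte genes between -0.196 and 0.154. T cell genes lay between -0.173 and -0.0224, B cell genes between -0.152 and 0.0397, erythroid genes (2 of 5 measured) between -0.197 and -0.0791 and interferon response genes such as Irf7 and Usp18 between -0.0623 and 0.101. Correlations that passed by Spearman's rho alone were those of luminal progenitor genes with proliferation scores (-0.290), of myoepithelial (0.291), T cell (-0.289), B cell (-0.209) and erythroid genes (-0.272) with basal scores, of skin keratinocyte genes with luminal scores (-0.252) and of cell cycle genes with HER2 scores (-0.258).

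Outside PAM50, 9054 of 19890 genes were associated with the proliferation score, 4285 positively and 4769 negatively (adjusted p under 0.05 from limma). The most positive were genes of mitosis and DNA replication: Bub1, Kif11, Ncapg, Rfc4, Mastl, Hmmr, Cip2a, Ect2 and Mad2l1, and the adenylate kinase Ak4, with coefficients from 0.40 to 0.48 on the log2 scale per SD of the score (Bub1 0.48, standard error 0.020, adjusted p = 1.3e-46). The most negative were mostly genes of striated muscle: Ttn, Atp2a1, Neb, Pygm, Casq1, Pvalb, Tnnc2 and Tmem182, with Atp2a3 and Tspan8, from -0.53 to -0.47 (Ttn -0.53, standard error 0.13, adjusted p = 0.000359). The tumor numbered 73 has the highest score of all tumors for skeletal muscle genes (3.62) and the lowest proliferation score (-4.60). Without it the coefficient of Ttn was -0.35, and Atp2a1 and Pvalb did not pass. In tumors 107 to 134, and with the scores of other cell types as covariates, skeletal muscle among them, none of these 8 muscle genes passed. With these covariates 5520 genes passed. The share of positive genes among those passing was 47.3% in all tumors, 40.4% without the tumor numbered 73 (4116 positive, 6063 negative) and 69.7% in tumors 107 to 134 (1205 positive, 523 negative).

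The basal score was associated with 8268 genes, 3768 positively and 4500 negatively, with 4594 genes when array quality was a covariate and with 2963 when the scores of other cell types were. Most positive were the desmosomal plaque gene Dsp (0.42, standard error 0.049, adjusted p = 3.9e-11), the placental growth factor Pgf (0.40), Ak4, Dcpp1, Cpm, Igfbp3, Slc6a15, Elovl4, Moxd1 and Trim29, and most negative Myl1 (-0.63, standard error 0.16, adjusted p = 0.00119), Atp2a1, Ttn, Trdn, Pvalb, Pygm, Myh4, Casq1, Neb and Car3. The balance of signs depended on the processing and on the tumors: 45.6% of the genes passing for the basal score were positive, 56.3% after quantile normalization once more, 62.1% without dim genes and 39.0% without the tumor numbered 73. Within tumors 107 to 134, 579 genes passed for the basal score, none of the 10 most negative above among them, and 1728 for the proliferation score.

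The paper stained tumors for 6 proteins, and the stained tumors are not named, so the RNA of all 134 tumors is given. The mean log2 value was 12.12 ± 0.40 (SD, n = 134) for Krt8, 10.09 ± 0.72 for Krt5, 10.06 ± 0.37 for Mki67, 8.64 ± 0.30 for Erbb2, 6.97 ± 0.44 for Esr1 and 5.60 ± 0.27 for Pgr. Esr1 was above the receptor floor in 134 tumors and Pgr in 25. Of 15 pairs, 3 passed by both Pearson's r and rho. Pgr correlated with Mki67 at r = -0.407 (adjusted p = 0.000600, rho = -0.219, -0.187 without the 2 farthest tumors, -0.389 and -0.429 within the runs), Mki67 with Krt5 at r = 0.331 (adjusted p = 0.000675, rho = 0.277, 0.303 without the 2 farthest tumors, 0.354 and 0.256 within the runs) and Esr1 with Krt8 at -0.337 (adjusted p = 0.000930, rho = -0.250, -0.221 without the 2 farthest tumors, -0.371 and -0.209 within the runs). By Pearson's r alone passed Esr1 with Pgr (0.373, rho = 0.0539, 0.0648 without the 2 farthest tumors, 0.425 and 0.119 within the runs) and Mki67 (-0.337, rho = 0.0438, 0.0237 without the 2 farthest tumors, -0.420 and 0.181 within the runs), and Krt8 with Mki67 (0.397, rho = 0.184, 0.188 without the 2 farthest tumors, 0.507 and 0.359 within the runs) and Erbb2 (0.295, rho = 0.144, 0.200 without the 2 farthest tumors, 0.144 and 0.474 within the runs). By rho alone passed Pgr with Krt5 (-0.216, and r of -0.150 without the 2 farthest tumors and of -0.168 and -0.394 within the runs) and Mki67 with Erbb2 (-0.251, and r of -0.253 without the 2 farthest tumors and of -0.0799 and 0.185 within the runs).

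In the chromosome 1 interval that the paper associates with the basal subtype, taken as the 59 measured genes from Stk17b to Pard3b, ends placed from general knowledge of the map, 24 genes correlated with the basal score. Each is given with r in all tumors, in tumors 1 to 106 and in tumors 107 to 134. The 12 positive ones were Nif3l1 (0.485, 0.555, 0.0921), Sgo2a (0.435, 0.544, -0.128), which protects cohesin in cell division, Abi2 (0.390, 0.420, 0.203), Fzd7 (0.355, 0.347, 0.367), a Wnt receptor, Nop58 (0.339, 0.485, -0.148), Tmem237 (0.338, 0.466, -0.170), Wdr12 (0.315, 0.507, -0.458), Tyw5 (0.281, 0.412, -0.180), Orc2 (0.274, 0.371, -0.00745), Gtf3c3 (0.242, 0.359, -0.229), Ppil3 (0.239, 0.419, -0.258) and Pgap1 (0.207, 0.368, -0.399). In tumors 107 to 134, r was negative for 9 of these 12. The 12 negative ones were Ctla4 (-0.338, -0.373, -0.255), Flacc1 (-0.330, -0.333, -0.365), Aox3 (-0.315, -0.353, -0.166), Aox1 (-0.314, -0.389, 0.203), Stradb (-0.269, -0.298, -0.110), Pard3b (-0.261, -0.295, -0.149), Aox2 (-0.260, -0.222, -0.498), Hecw2 (-0.259, -0.319, 0.0880), Mpp4 (-0.252, -0.278, -0.207), Plcl1 (-0.241, -0.286, -0.0412), Ankrd44 (-0.232, -0.292, 0.135) and Ica1l (-0.211, -0.207, -0.295), of which 3 had a positive r in tumors 107 to 134. The means of Ctla4, Flacc1, Aox3, Aox2, Mpp4 and Ica1l, 6 of the 12 negative genes, lie under the receptor floor. There, the level alone cannot tell a difference between tumors from background. As a set they did not stand out, since the median absolute r of the interval was 0.146, under the median of 0.172 of 17993 windows of as many genes, and a share of 0.867 of windows were as high. By Spearman's rho 14 genes passed, without the tumor numbered 73 also 14, and with the scores of other cell types removed 6. Without that tumor, Wdr12, Ppil3, Pgap1, Aox1, Stradb, Pard3b, Hecw2, Mpp4, Plcl1 and Ankrd44 did not pass. There r was -0.0143 for Stradb, 0.0951 for Pgap1, -0.104 for Ankrd44 and -0.136 for Hecw2. The genotypes that the paper's association used were not analysed here.

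Over all autosomes, gene pairs far apart on 1 autosome covaried more than pairs on different autosomes, whose mean squared r was 0.0456. The excess was 0.00244, where the highest of 100 permutations of gene positions gave 0.000188. It ran from -0.00234 on chromosome 15 to 0.00696 on chromosome 14 and was also under 0 on chromosomes 3, 16, 18 and 19. After the first 20 principal components were removed, it ran from 0.00167 on chromosome 2 to 0.00608 on chromosome 7. Differences in cell composition are argued against, since the excess over all autosomes was then 0.00336 (highest permutation 2.2e-05). MOLF segments that segregate in the cross are a candidate explanation. The bound set beforehand against it, an excess on the X chromosome at or above that of the median autosome, was met. The excess on the X was 0.00235, and 8 of 19 autosomes exceeded it (2 of 19 after the 20 components were removed). Between genes 11 to 100 measured genes apart, 13 of 19 autosomes exceeded the X, so the bound was not met there. Under the other alternatives it was met. All N2 females are heterozygous for MOLF alleles on the X, and a tumor grown from a single cell keeps a single active X, so the active allele on the X may differ between tumors, a reason from the design thought of only after the result, for which this explanation is left open. Gains and losses of chromosome segments in the tumors also stay open, since 73.5% of strongly correlated pairs were positive after the 20 components were removed, between the bounds of 60% and 80%.

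The resemblance of arrays 109 to 120 to arrays 97 to 108 is not accounted for by a random pairing. The mean r of the 12 pairs was 0.430, and the highest of 100000 random pairings 0.331. With the scores of 8 cell type lists removed it was 0.330 (highest random pairing 0.254), so these lists alone do not account for it. Milk, salivary gland, myoepithelial and luminal epithelial genes were not among these lists, so a shared content of them was not tested. Among the 12 pairs r ran from -0.0366 to 0.835, and in 7 pairs each array was the closest of all 134 to the other. At 11 autosomal genes with 2 separate levels, chosen on the other 110 arrays, with thresholds set after that gene list but before the values of the 24 arrays were seen, 9 of the 12 pairs lay at the same level in under 90% of genes, which argues against 1 tumor arrayed under 2 numbers for those pairs. For the pairs 101 and 113, 104 and 116, and 108 and 120, which lay at the same level in 100% of genes, that explanation stays open. A pair rests on 5 to 10 genes here. Of the 11 genes, D17H6S56E-5, H2-Ea, Pot1b, Slc37a1 and Zfp119b lie on chromosome 17, and 3110040N11Rik and Ifitm2 on chromosome 7. Genes of 1 chromosome can be inherited together in this cross, so a pair may rest on fewer independent loci than genes. Over all 12 pairs, 66.7% of the genes compared lay at the same level, against a mean of 49.1% in random pairs of the other arrays. A mixture of RNA of 2 tumors stays open. In the 24 arrays 12.9% of values lay midway between the levels, against 6.53% in the others, a difference of 6.35 points. In 99 random sets of 24 arrays, with the genes chosen anew outside each, its median was 1.38 and its highest value 5.88 (p = 0.01, the smallest possible). These sets were not matched on the runs of label numbers, and arrays 107 to 120 are all of the second run. The test therefore cannot tell a mixture from a difference between the runs. No biological explanation other than the content of the 8 cell type lists was tested.

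A fit of 2 levels to Cdh3 gave 6.86 and 7.74, separated by 2.82 SD, less than the 4 SD asked of genes elsewhere in this section, with 53.3% of tumors at the upper one. The separation was 2.83 SD with the scores of 8 cell type lists removed (95% of 1000 bootstrap samples from 2.14 to 3.59). None of these lists holds myoepithelial or luminal epithelial genes, so this removal cannot decide on epithelial composition. With no components removed, the mean squared r of Cdh3 with genes 11 to 100 measured genes away on its own chromosome was 0.0365. That was above 100% of 14548 windows on other autosomes (median 0.0111), which argues against cell composition as the whole cause. The bound of 3 SD set beforehand lay above the separation without any removal and so could not serve. After 20 principal components were removed, 25% of its correlated neighbors were positive, under the bound of 60% set after the pattern was seen. This argues against gains and losses of chromosome 8 segments as the source of the correlations that remained. A gain or loss that was taken out with the components was not tested. MOLF segments that segregate at Cdh3 are a candidate explanation: after 20 principal components were removed, the mean squared r of Cdh3 with genes 11 to 100 measured genes away was 0.0703, above 100% of the windows (median 0.010), and a MOLF variant under the Cdh3 probes cannot be separated from a difference in expression with these arrays.

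By the same measure, with genes 11 to 100 measured genes away against 1539 windows on other autosomes, 24 of 48 PAM50 genes passed at an adjusted p under 0.05, or 50%, against 40.7% of all autosomal genes above the receptor floor. They were Anln, Birc5, Cdc6, Cep55, Mki67, Orc6, Pttg1, Tyms and Ube2t of the proliferation genes, Cdh3, Foxc1, Krt17 and Mia of the basal genes, Bcl2, Blvra, Cxxc5, Esr1, Foxa1, Gpr160 and Mlph of the luminal genes, Erbb2 and Fgfr4 of the HER2 genes, and Myc and Phgdh. The share of 50% rests on p adjusted over 48 genes, some under the floor, and that of 40.7% on p adjusted over 19103 autosomal genes. The 2 shares were not tested against each other. With no components removed 8 PAM50 genes passed, 5 of the 24 among them. In tumors 1 to 106 24 passed (22 of the same genes) and in tumors 107 to 134, where 5 and not 20 components were removed, 8 (4 of the same), and the difference between the runs was not tested. Of 5404 genes with a highest value above the receptor floor and an SD above a set minimum, 41 had 2 levels more than 4 SD apart with more than 10% of tumors at each, 39 on autosomes and 2 on the X. Genes with a rarer second level are not counted among them, such as Foxa1, where 2.99% of tumors lay at the upper level of 8.41 and the others near 6.03, and Tmem45b (5.58% near 9.04, the others near 6.16). Of the 41, 8 had 40 to 60% of tumors at the upper level: D17H6S56E-5, Tnfsf10, Acyp1, Apobec3, Ifitm2, Zfp119b, 3110040N11Rik and Slc37a1.

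The difference between the runs of label numbers, 2865 genes, was larger than in any other of 100 random splits of the tumors into groups of these sizes (1 split as large, the real one, and 1 gene in the highest other), which argues against a chance split. What the runs stand for is not given. In the tumor numbered 44, Xist had a log2 value of 5.24, where the next lowest of the other tumors had 8.10 and the median was 11.95. The median deviation of its X-linked genes from that of its autosomal genes was 0.0022, and that of the other tumors lay between -0.16 and 0.17.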
